A study of Arabidopsis thaliana with 8 samples.

How the data were processed

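Messenger RNA levels were measured by RNA sequencing in 8 libraries of Arabidopsis thaliana seedlings, 1 library per time point, all of 1 genotype, a mutant in the 3 genes HTA8, HTA9 and HTA11. Per the labels, total RNA was taken from 30 mg of ground seedlings, and directional libraries were made from 1 µg of it and sequenced as read pairs of 75 bases. Whether polyadenylated RNA was selected or ribosomal RNA removed is not stated in the labels.

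Per the file headers, each library's table gives for each gene a raw count, an FPKM value and a TPM value, with the gene's locus. The deposited counts were whole numbers with a different total in each library and were used without further change. The deposited FPKM values, named so per the file headers, are fragment numbers scaled by transcript length and library size. The deposited TPM values equalled the FPKM values rescaled to the same sum in each library. The trimming, the aligner, the counting tool, the annotation and the genome build the authors used are not stated in the labels or headers. The tables hold 33557 genes. Of these, 32810 matched the TAIR10.1 reference annotation by gene identifier, and 32809 of those overlapped the same locus there. Gene symbols, gene types and exon GC content were taken from this annotation. No locus reached beyond the end of its chromosome in the reference. Coordinates are the loci of the tables with 1 added to the start, since the starts in the tables count from 0.

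Differences were tested on the counts with edgeR 4.0.16 in R 4.3.3. Genes with at least 1 CPM (a gene’s counts scaled to a common library size) in at least 2 of the 8 libraries were kept, which left 20666 genes. Libraries were normalized by the trimmed mean of M-values (TMM). The quasi-likelihood F-test was used, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A first model fitted a curve with a period of 24 h through its 2 coefficients, a cosine and a sine of the hour of harvest. It left 5 residual degrees of freedom. A second model compared the 3 time points with the lights on (ZT1, ZT4 and ZT8) with the 5 in the dark, and left 6 residual degrees of freedom. With 1 library per time point, the residual of each model mixes library-to-library noise with any change over the day that the model does not describe. Time points within the light or the dark are therefore not replicates of 1 condition, and a time point cannot be told apart from its library. Amplitude here is the fitted distance from the mean to the peak on the log2 scale. The labels ZT0-4 and ZT0-2 were read as 4 h and 2 h before ZT0. The labels do not spell this out.

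Pairs of time points were compared without a test, as the number of genes with at least a 2-fold ratio of CPM + 1. Such ratios understate the change of low genes. The exact permutation test of single genes ran over the 56 ways of choosing 3 of 8 libraries, in SciPy 1.17.1 under Python 3.11.15. Standard errors are from least-squares fits to log2(CPM + 1) in limma, with each gene's variance drawn toward that of genes of similar level. Wilson intervals at 95% cover counting error only, because read pairs without molecular identifiers are not independent molecules. The same holds for the floor given for each library, which is the level that 3 counts stand for.

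The genes named in the Results were fixed by a rule before the data were examined, as were the models and most alternatives. They are the 3 mutated genes with HTA4, a panel of 10 clock genes, and a panel of 12 temperature, growth and flowering genes that includes DEK3. The rule adds the 5 genes with the largest amplitude among those past the rhythm threshold with a mean of at least 10 CPM. It also adds the 3 genes that rose most and the 3 that fell most from ZT0 to ZT8 and from ZT0 to ZT1 among genes at 10 CPM or more in either library. GolS1 and the seed marker genes, named under other observations, fall outside this rule.

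The fits were tested on simulated counts drawn from the means and library sizes of the 8 samples, with a dispersion of 0.02 and 200 changed genes. For the rhythm, edgeR recovered 100% of the changed genes with 11 false calls. Its median amplitude was 1.02 for a simulated 1.0, and its median error of the peak was 0.297 h. For light against dark it recovered 100% with 18 false calls. Without any changed gene it made 1 call. The biological coefficient of variation estimated from the data under the rhythm model was 0.229. The square of this value is above the simulated dispersion, so the simulation was repeated at a dispersion of 0.05. That setting is still slightly below the square. There edgeR recovered 94.5% of the rhythmic genes with 8 false calls and 97.0% of the light-dark genes with 13 false calls. The simulated changes were exact sine curves with an amplitude of 1.0 or steps of 1.5 on the log2 scale. The changed genes were drawn only from genes with a mean well above the 1 CPM of the filter. These shares thus do not describe genes that change less, have lower levels or change in other ways over the day.

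The alternatives were DESeq2 1.42.0, DESeq2 size factors inside edgeR, library totals without TMM, limma 3.58.1 with a mean-variance trend on log2(CPM + 1) or on log2 of TPM, other filters and pseudocounts, the library total as a covariate, a second harmonic of 12 h, and leaving out time points. No pair of libraries held the same values within sampling noise. The lowest chi-square per degree of freedom of any pair was 4.76. No wild type or other genotype was analysed here. FPKM was used only to check TPM and to list genes at 0.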

Results

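The 8 libraries came from seedlings of a mutant in HTA8, HTA9 and HTA11, which encode forms of the histone variant H2A.Z, a histone that replaces H2A in some nucleosomes. The seedlings were 10 days old and grew at 27 °C in short days. Hours are counted as zeitgeber time (ZT), with ZT0 just before the lights came on and ZT8 just before they went off. The samples were taken 4 h and 2 h before lights on (ZT0-4 and ZT0-2), at ZT0, and at ZT1, ZT4, ZT8, ZT12 and ZT16. There was 1 library per time point, so no value has a replicate of the same time point. The series as a whole concerns plants with altered DEK3, a chromatin protein, and these libraries address how transcript levels in the H2A.Z mutant change over the day.

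Total counts were 5950796 at ZT0-4, 6065744 at ZT0-2, 6968277 at ZT0, 6252056 at ZT1, 5777541 at ZT4, 5534517 at ZT8, 4481652 at ZT12 and 10308659 at ZT16. Between 22574 and 23503 genes had counts in a library. The level that 3 counts stand for ranged from 0.291 CPM at ZT16 to 0.669 CPM at ZT12. Nuclear ribosomal RNA genes took 4.07% of the counts at ZT12 and from 1.36% to 2.05% in the other libraries. Chloroplast ribosomal RNA genes took 6.26% at ZT12 and from 1.10% to 1.87% elsewhere. Spearman's rho of log2(CPM + 1) across genes had a median of 0.982 over the 13 pairs of libraries within the light or within the dark. It had a median of 0.968 over the 15 pairs of a light and a dark library. These correlations are across genes, which are not independent replicates.

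**Figure D1:**
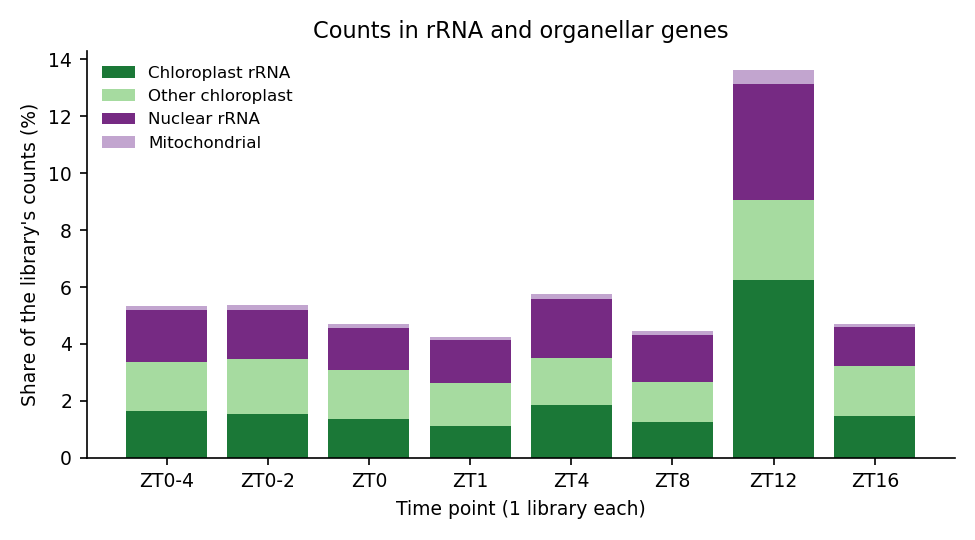
Share of each library's counts, in percent, in ribosomal RNA and organellar genes, stacked, for the 8 time points with 1 library each. ZT12 stands above the other libraries in each of the 4 classes, with 6.26% in chloroplast ribosomal RNA and 4.07% in nuclear ribosomal RNA.

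The mutated genes were examined first, as a check of the labels. HTA8 (AT2G38810, a protein-coding gene on chromosome 2, 16219269 to 16220928) had 6.32 ± 2.10 CPM (mean ± SD over the 8 time points). HTA9 (AT1G52740, chromosome 1, 19645268 to 19646482) had 21.3 ± 10.3 CPM. HTA11 (AT3G54560, chromosome 3, 20196266 to 20197650) had 13.1 ± 6.18 CPM. HTA4 (AT4G13570, chromosome 4, 7884516 to 7885982), the other H2A.Z gene, had 2.60 ± 1.03 CPM. Among the 19988 protein-coding genes past the filter, the means of HTA8, HTA9 and HTA11 stood at percentiles 25.7, 54.8 and 41.6. All 3 mutated genes thus had counts in all 8 libraries, from 26 for HTA8 at ZT0 to 283 for HTA9 at ZT16. The counts cover the whole gene and carry no information on where an insertion lies. No wild-type library was analysed here, so these levels have no reference. With library totals in place of TMM the mean of HTA9 was 21.2 CPM, and the TMM factors lay too close to 1 for larger shifts.

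HTA9 and HTA11 were lower at the 3 light time points than at all 5 dark ones. HTA9 fell from 34.7 CPM (95% Wilson interval 30.5 to 39.4) at ZT0 to 9.68 CPM (7.55 to 12.4) at ZT1 and 6.86 CPM (5.02 to 9.37) at ZT4. HTA11 was highest at ZT0-4 with 23.9 CPM (20.2 to 28.1) and lowest at ZT8 with 5.96 CPM (4.27 to 8.33). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 change from dark to light was −1.46 for HTA9 (adjusted p = 0.0035) and −1.16 for HTA11 (adjusted p = 0.0152). HTA11 no longer passed without ZT4, without ZT8, without ZT0-4 and ZT0-2, or without ZT0 and ZT8. In a two-sided exact permutation test over the 56 splits, both genes had p = 0.0357, which is the smallest p that test can give. Adjusted over the 4 H2A.Z genes by Benjamini-Hochberg, the exact test gave 0.0714 for both. HTA8 moved the other way, with a log2 change of 0.55 that did not pass (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.167). HTA4 had a log2 change of −0.84 and did not pass either (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.130). In the fit of a 24 h curve, HTA8 passed with an amplitude of 0.60 and a fitted peak at 8.65 h (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0458). HTA11 passed with an amplitude of 1.00 and a fitted peak at 18.4 h (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0141). HTA9 did not pass (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.120), nor did HTA4 (adjusted p = 0.146). Among the fits that left out a single time point, HTA8 kept this pass only without ZT0 and without ZT1. HTA11 lost it without ZT4, without ZT8 and without ZT16. Both lost it with the library total as a covariate, with a second harmonic, and without ZT0-4 and ZT0-2. HTA8 also lost it when no filter was applied, with a correction for exon length, and with every library thinned to the lowest total. With limma on log2(TPM + 0.1) and on log2(TPM + 1), HTA8 did not pass either.

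**Figure D2:**
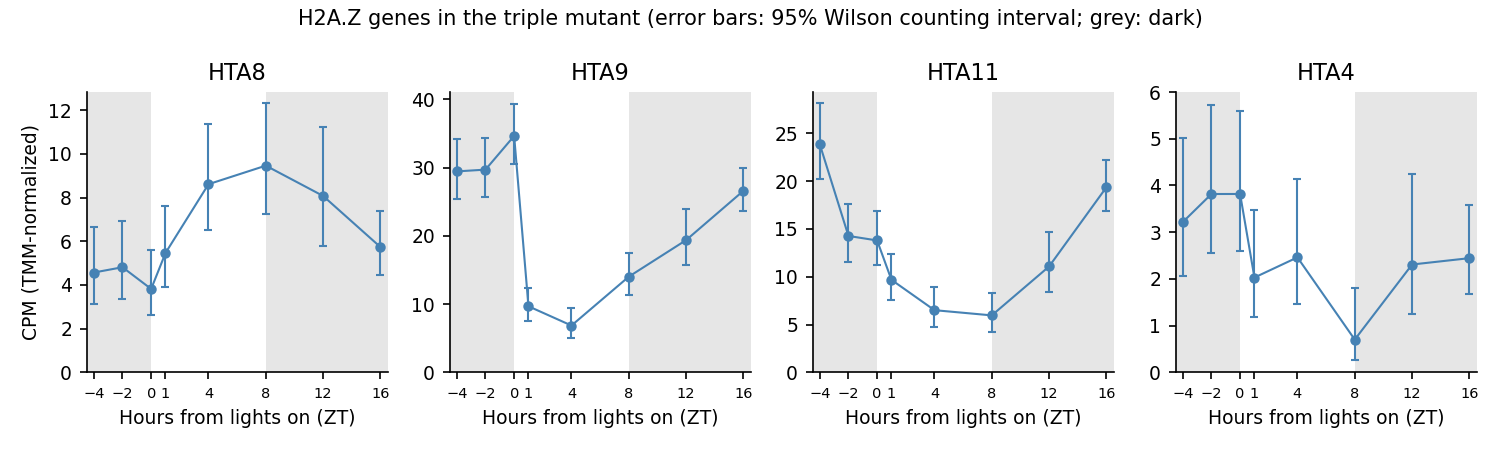
CPM of HTA8, HTA9, HTA11 and HTA4 against hours from lights on, 1 library per point, with 95% Wilson counting intervals as error bars and dark hours in grey. HTA9 drops from 34.7 CPM at ZT0 to 9.68 CPM at ZT1, and HTA8 has its highest level, 9.46 CPM, at ZT8.

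The 24 h curve asks which transcripts rise and fall once over the day. In edgeR's quasi-likelihood test, 2583 of the 20666 genes (12.5%) had a Benjamini-Hochberg adjusted p-value under 0.05. Of these, 2347 had an amplitude of at least 0.5 on the log2 scale and 794 had one of at least 1. The median amplitude was 0.80. Fitted peaks were most frequent from 4 to 8 h, with 709 genes, from 8 to 12 h, with 575, and from 16 to 20 h, with 571. The interval from 12 to 16 h had the fewest, 170. The number of genes was unstable. It fell to 0 without ZT0-4 and ZT0-2, where 4883 genes had an unadjusted p under 0.05, and rose to 5718 without ZT0. With the library total as a covariate it was 103.

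Of the 10 clock genes, all passed the rhythm threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. LHY (AT1G01060, chromosome 1, 33379 to 37871) had an amplitude of 4.97 and a fitted peak at 22.0 h (adjusted p = 0.0012). Its level was 764 CPM at ZT0-2 and 1.75 CPM at ZT8, where it rested on 10 counts. CCA1 (AT2G46830, chromosome 2, 19245672 to 19248914) had an amplitude of 4.19 and a fitted peak at 23.3 h (adjusted p = 0.0045). Its highest level was 404 CPM at ZT1. PRR9 (AT2G46790) had an amplitude of 4.75 and a fitted peak at 3.07 h (adjusted p = 0.0152), and no counts at ZT12. PRR7, PRR5, GI, TOC1, ELF3, ELF4 and LUX had amplitudes from 1.23 for ELF3 to 3.30 for GI. Their fitted peaks ran from 4.11 h for PRR7, through 5.08 h for GI, 9.49 h for PRR5, 10.5 h for ELF4, 11.9 h for LUX and 12.6 h for TOC1, to 14.6 h for ELF3. The standard error of the amplitude on log2(CPM + 1) was 0.23 for LHY, 0.26 for CCA1 and 0.45 for PRR9. LHY, CCA1 and TOC1 kept passing whichever single time point was left out. The other clock genes lost their pass in at least 1 such fit.

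**Figure D3:**
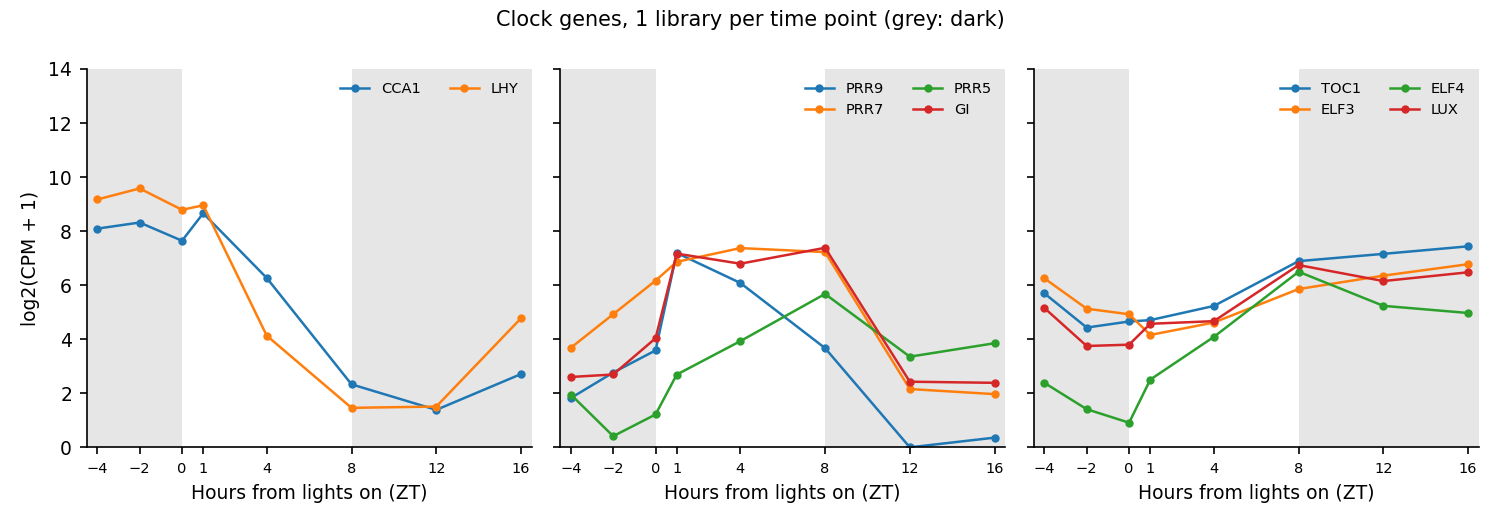
log2(CPM + 1) of 10 clock genes against hours from lights on, 1 library per point, dark hours in grey. CCA1 and LHY are high from ZT0-4 to ZT1 and low at ZT8 and ZT12. PRR7 and GI are high at ZT1, ZT4 and ZT8, PRR9 is highest at ZT1 with 145 CPM, and TOC1 and ELF3 are highest at ZT16.

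The 5 genes with the largest amplitudes past the threshold were CYP79F1 (AT1G16410, chromosome 1, 5608807 to 5611426), LHY, PRR9, CCA1 and GBSS1 (AT1G32900, chromosome 1, 11920390 to 11923766). CYP79F1 had an amplitude of 6.41 and a fitted peak at 6.82 h (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0029). It rose from 0 counts at ZT0, where 3 counts stand for 0.431 CPM, to 77.8 CPM at ZT8. On log2(CPM + 1) its amplitude was 3.11, below 4.50 for LHY, 3.80 for CCA1, 3.48 for GBSS1 and 3.28 for PRR9. Its place as the largest amplitude thus depends on the scale. GBSS1 had an amplitude of 4.15 and a fitted peak at 2.06 h (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0164), with 757 CPM at ZT1 and 1.38 CPM at ZT12.

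The comparison of light with dark asks which transcripts differ while the lights are on. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05, 5564 genes (26.9%) differed, of which 2757 were higher and 2807 lower at the light time points. The change was at least 2-fold for 1200 of the higher and 1122 of the lower genes. Leaving out ZT0-4 and ZT0-2 moved this number most, to 2184. Both thresholds were passed by 1276 genes, 1307 passed for the rhythm alone, and 4288 for light against dark alone.

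Among the panel genes, those that were higher in the light and passed this threshold were HSFA2, GI, PRR9, HSP70, HSP90.1, HSP101 and PRR7. Among the fits that left out a single time point, PRR7 kept its pass only without ZT0 and without ZT1. HSP70 (AT3G12580, chromosome 3, 3991261 to 3993792) had a log2 change of 3.40 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0035). It rose from 155 CPM at ZT0 to 2707 CPM at ZT1 and stood at 726 CPM at ZT4. HSFA2 (AT2G26150, chromosome 2, 11135682 to 11137396) had a log2 change of 4.59 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0037), with 2.79 CPM at ZT0, 126 CPM at ZT1 and 11.96 CPM at ZT4. HSP101 and HSP90.1 changed by 2.88 and 2.95 on the log2 scale. Within the light, the SD of these 4 genes exceeded their mean, because ZT1 lay far above ZT4 and ZT8. GI (AT1G22770, chromosome 1, 8061844 to 8067716) had 140 ± 28.1 CPM in the light (SD, n = 3) and 6.92 ± 4.78 CPM in the dark (SD, n = 5).

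IAA29 (AT4G32280, chromosome 4, 15583387 to 15584769), an auxin-responsive gene, was lower in the light by a log2 change of −4.33 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0094). It had 15.2 CPM at ZT12, 8.74 CPM at ZT16 and 9.48 CPM at ZT0-4, then rose to 74.3 CPM at ZT0, and at ZT1 it had 0.624 CPM, from 4 counts. FLC (AT5G10140) was lower in the light by a log2 change of −0.91 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0408). It did not keep its pass in every fit that left out a single time point. The other 12 panel genes tested did not pass. They were CCA1, LHY, PRR5, TOC1, ELF3, ELF4, LUX, PIF4, PIF5, ATHB2, YUC8 and DEK3, and for 7 of them the direction of the change between dark and light differed between settings. PIF4 (AT2G43010) and PIF5 (AT3G59060) were highest at ZT0, with 181 CPM and 178 CPM. They passed for the rhythm, with amplitudes of 1.69 and 1.42 and fitted peaks at 1.97 h and 0.912 h (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.046 and 0.0226). The fitted peak of PIF4 lies after ZT1, where its level was already down to 40.9 CPM. With a single time point left out, PIF4 kept this pass only without ZT0 and without ZT1. PIF5 kept it only in those fits and without ZT0-4. Neither passed with the library total as a covariate or with a second harmonic. ATHB2 (AT4G16780) was also highest at ZT0, with 132 CPM, and did not pass for the rhythm (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.053). DEK3 (AT4G26630, chromosome 4, 13430527 to 13435770) had 330 ± 36.9 CPM (SD, n = 8) and passed neither threshold. FT (AT1G65480) had at most 3 counts in any library, did not pass the filter and was not tested.

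**Figure D4:**
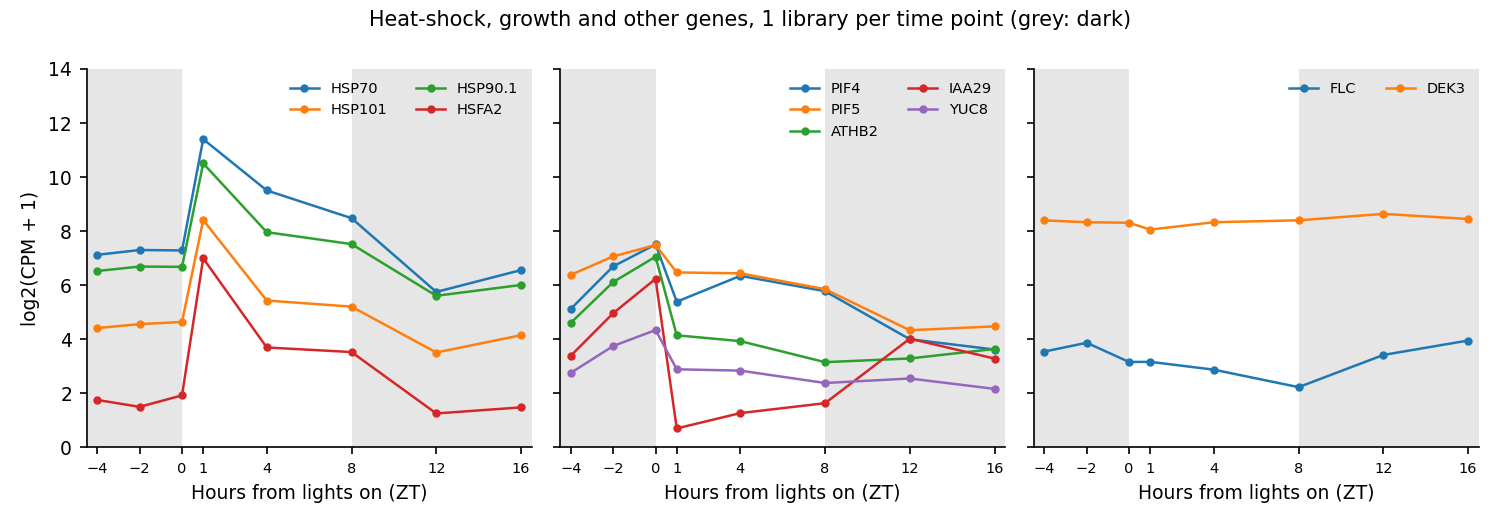
log2(CPM + 1) of heat-shock genes (left), growth genes (middle), and FLC and DEK3 (right) against hours from lights on, 1 library per point, dark hours in grey. The heat-shock genes are highest at ZT1, where HSP70 has 2707 CPM, and the growth genes are highest at ZT0, where IAA29 has 74.3 CPM.

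The end of the day was compared with the end of the night by the ratio of ZT8 to ZT0, 1 library each, so the differences have no replicate check. On the log2(CPM + 1) scale, 4739 genes differed at least 2-fold, with 2573 higher and 2166 lower at ZT8. A pseudocount of 5 lowered this number to 2784. The 3 genes that rose most were AT1G07050, CYP79F1 and FLS1 (AT5G08640), with log2 ratios of 6.55, 6.30 and 5.73. The 3 that fell most were LHY, ST2A (AT5G07010) and AT4G27450, with log2 ratios of −7.33, −6.32 and −5.73.

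Across lights on, from ZT0 to ZT1, 3283 genes differed at least 2-fold, with 1710 rising and 1573 falling. The 3 that rose most were AT2G27420, ELIP1 (AT3G22840) and HSP17.6II (AT5G12020), with log2 ratios of 7.50, 6.96 and 6.11. The 3 that fell most were IAA29, AT5G44260 and ATCTH (AT2G25900), with log2 ratios of −5.53, −5.19 and −4.91.

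Between ZT0-4 and ZT0-2, neighbouring libraries of the same night, 285 genes differed at least 2-fold, 142 higher and 143 lower at ZT0-2. This number describes neighbouring libraries late in the night and no other pairs. At a pseudocount of 0.1 it was 1021. The other steps within the dark gave 244 genes from ZT0-2 to ZT0, 418 from ZT12 to ZT16 and 284 from ZT16 to ZT0-4. The steps within the light gave 1461 genes from ZT1 to ZT4 and 884 from ZT4 to ZT8. The step across lights off, from ZT8 to ZT12, gave 1951 genes.

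**Figure D5:**
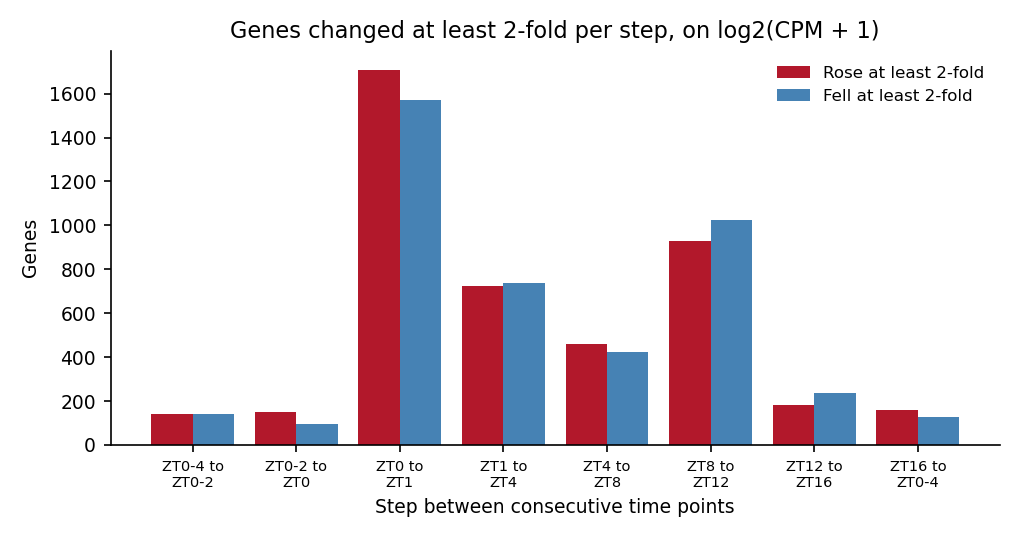
Number of genes that rose or fell at least 2-fold on log2(CPM + 1) between consecutive time points, 1 library each. The step from ZT0 to ZT1 has the most, 3283, and the 4 steps within the dark have from 244 to 418.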

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

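The tests of carry-over, depth, non-polyadenylated RNA and genomic DNA at ZT12, and the test of the genes at 0 FPKM, were chosen only after the result was seen.

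Of 11 measures compared over the 8 libraries, 6 had a library whose gap to the nearest other library exceeded the 95% critical value of 0.526 of the whole range in Dixon's test. Chance gives about 1 in 20. The measures are not independent, since 5 of the 6 concern the same library, ZT12.

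At ZT12, nuclear ribosomal RNA genes took 4.07% of the counts, chloroplast ribosomal RNA genes 6.26%, other chloroplast genes 2.81% and mitochondrial genes 0.485%. The 10 genes with the most counts took 11.97%, against 4.19% to 5.55% elsewhere. Carry-over of ribosomal RNA alone would leave the other chloroplast genes in range, but their share was 1.45 times that of the highest other library. Thinned to the ZT12 total, the other libraries reached a ribosomal share of at most 3.93%, but thinning cannot shift a share, so this does not bear on the lower depth of ZT12. If non-polyadenylated RNA in general had been retained, snoRNA, snRNA and tRNA genes could be raised too, but their share was 0.846 times that of the highest other library. How well the libraries capture such short RNAs was not measured, so this does not exclude retained non-polyadenylated RNA. Genomic DNA would raise pseudogenes, whose share was 0.837 times that of the highest other library. The ZT12 library thus had a higher content of both ribosomal and organellar RNA. A difference in RNA selection, an effect tied to the low depth, and a change 4 h after lights off cannot be told apart with 1 library at ZT12. The other libraries of the dark do not share it.

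In the edgeR fits on counts, leaving out ribosomal and organellar genes before normalization gave 2654 rhythmic genes and 5526 genes differing between light and dark. In the limma fits on TPM the share mattered more, since rescaling TPM without these genes raised the rhythmic genes from 1179 to 2118.

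The ZT16 library had 10308659 counts, above the next highest of 6968277. Unequal depth could create differences between libraries. With every library thinned to the lowest total, 2296 genes passed for the rhythm and 4993 for light against dark. Unequal counting noise thus does not account for most of either number. With the library total as a covariate, 103 and 4258 genes passed. Of 50 random orders of that covariate, 6 left as few rhythmic genes, so that fit does not settle the role of depth for the rhythm. No biological explanation was tested for the total.

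In the FPKM column, which the comparisons in the report do not use, 30 genes were at 0 in a library where they had at least 50 counts, and the highest such count was 2016. Of these, 21 are chloroplast genes, 4 are snoRNA genes and 5 are others. A candidate explanation is a failed FPKM estimate for genes whose transcripts are short or overlap others. Of the 30 genes, 83.3% were organellar or snoRNA genes. Transcript length and overlap were not measured, so this share does not test the explanation. A value of 0 FPKM for such genes is not evidence of absence. TPM is rescaled FPKM, so the limma fits on TPM contain the same zeros. No biological explanation was tested.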

How the results depend on the processing

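The TPM fits at pseudocount 1, the GC, length, ribosomal and thinning settings were added after seeing the data. The test with a randomly ordered covariate was chosen after the drop it concerns was seen. The tests that compare a step with a sine curve over the most variable genes and over all genes were chosen only after the result over the passing genes was seen.

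The number of rhythmic genes, 2583, depended strongly on the setting. It was 4701 with DESeq2, 1148 with limma on log2(TPM + 0.1), 1179 on log2(TPM + 1), 1595 on quantile-normalized TPM, 270 with 2 harmonics and 103 with the library total as a covariate. Without ZT0-4 and ZT0-2 it was 0, with 4883 genes at an unadjusted p under 0.05. Across the 8 fits that each left out 1 time point it ran from 67 to 5718. Tests bearing on the TPM fits, the covariate and the fit without ZT0 follow. For the other moves the cause was not tested. The other settings gave from 2118 to 2736 genes.

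A candidate explanation for the TPM fits is the ribosomal and organellar share at ZT12, which took 23.2% of TPM there against 6.35% to 9.44% elsewhere. Rescaling TPM without those genes gave 2118. The drop with the library total as a covariate could come from adding any covariate, which costs a residual degree of freedom. Of 50 random orders of that covariate, 6 left as few genes. The draws ran from 4 to 7787 genes with a median of 741, so the number depends mostly on which values the covariate takes, and the lost degree of freedom alone does not set it.

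The rise to 5718 without ZT0 could reflect a step at lights on that a sine curve cannot follow. The answer depended on the genes used. The light-dark step left the smaller residual variance in 65.9% of the genes past either threshold, a set chosen for such patterns, in 53.4% of the 5000 most variable genes, and in 48.7% of all genes tested. These tests leave the explanation open.

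The number of genes differing between light and dark, 5564, moved beyond 1.5 times in 2 settings. It was 2184 without ZT0-4 and ZT0-2, and it ran from 3144 to 6224 across the fits that each left out 1 time point. The cause was not tested. The other settings gave from 4021 to 6058 genes. The split into higher and lower genes also depended on the setting. It was 2475 higher and 1759 lower with limma on log2(TPM + 0.1), and 2582 and 1762 on log2(TPM + 1). Without ZT0-4 and ZT0-2 it leaned the other way, with 866 higher and 1318 lower.

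The counts of genes with a 2-fold ratio fell with a pseudocount of 5 to 2784 for ZT8 against ZT0, 1990 for ZT1 against ZT0 and 69 for ZT0-2 against ZT0-4. With only genes at 5 CPM or more in every library they were 2864, 1933 and 51, and at a 4-fold threshold 789, 728 and 11. At a pseudocount of 0.1 the last comparison gave 1021. Low counts weigh on that comparison most, since a few counts at this depth make a 2-fold ratio. The order of the 3 comparisons held in all these settings. The mean levels of HTA8, HTA9 and HTA11 stayed within 1 SD, but no setting run could have moved them farther, so this shows no stability.

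The direction of the change from dark to light reversed for 7 panel genes, none of which passed as reported. CCA1 had a log2 change of −0.0038 with the library total as a covariate, and from −1.99 to 0.59 across the fits that each left out 1 time point. LHY had 0.11 without ZT0-4 and ZT0-2. TOC1 ran from −1.41 to 0.017 and ELF4 from −0.52 to 1.86 across the fits without 1 time point, and ELF4 had −0.83 without ZT0 and ZT8. LUX had −0.18 without ZT0-4 and ZT0-2, −1.13 without ZT0 and ZT8, and from −0.89 to 0.67 across the fits without 1 time point. PIF4 had 0.45 with limma on CPM, 0.49 on log2(TPM + 0.1), 0.39 on quantile-normalized TPM, 0.45 on log2(TPM + 1), 0.39 on rescaled TPM and 0.58 without ZT0 and ZT8, and from −0.54 to 0.52 across the fits without 1 time point. PIF5 had 0.31, 0.40, 0.33, 0.37 and 0.30 with the same 5 limma settings, 0.063 without ZT0-4 and ZT0-2 and 0.44 without ZT0 and ZT8, and from −0.44 to 0.26 across the fits without 1 time point. The cause was not tested.

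Of the 36 named genes tested for the rhythm, 18 passed. CCA1, CYP79F1, LHY and TOC1 kept passing in each of the 8 fits without 1 time point. In every other setting 0 of the 18 did so, which was fixed by the fit without ZT0-4 and ZT0-2, where no gene passed. CCA1, LHY and TOC1 lost their pass in that setting alone. Of the 25 panel genes tested for light against dark, 11 passed, and 8 kept passing in each of the fits without 1 time point. HTA11, PRR7 and FLC did not. HTA11 lost its pass without ZT4, without ZT8, without ZT0-4 and ZT0-2, and without ZT0 and ZT8. PRR7 kept its pass without ZT0 and without ZT1, and lost it without any other single time point. It also lost it with the library total as a covariate and without ZT0-4 and ZT0-2. HSP70 and HTA9 also kept passing in every other setting run. GI, HSFA2 and IAA29 did so in the other settings that tested them, which leaves out the filter of 5 CPM in every library.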

Other observations

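The tests on HTA9 and HTA11, the test of the ZT1 genes against ZT4, and the test of the chloroplast copies were chosen only after the result was seen.

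The rhythm was set against other assignments of the 8 hours to the 8 libraries. Of 100 assignments, the real one included, 2 gave as many genes. The other one gave 2632, and 92 gave 0. Correcting each library for exon GC content left 2576 genes and correcting for exon length left 2580. The trends to correct were small. Between the 5th and 95th percentile of genes they spanned at most 0.13 on the log2 scale for GC content and 0.21 for length, and after correction at most 0.013 and 0.011.

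The split into light and dark stood apart from the other splits. Of the 56 splits of the 8 libraries into 3 and 5, only the real one gave as many as 5564 genes, 54 gave 0 and the next highest, ZT4, ZT8 and ZT12 against the rest, gave 41. Correcting for exon GC content gave 5618 genes and for exon length 5734. Together with the thinning and the ribosomal setting, the tested technical explanations leave the number in place. A hypothesis is that light itself, or a process timed with it, may change these transcripts in the mutant. With 1 library per time point, the order of harvest or of library preparation remains untested.

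HTA9 and HTA11, though mutated, were lower in the light, HTA9 past the threshold in every setting run and HTA11 in most. Reads shared with other genes could create such a pattern, but 0% of the windows of 36 bases in the exons of HTA9 occurred in another gene, and 0% of those of HTA11. Normalization could also create it. The TMM step did not, since its factors ran only from 0.967 at ZT12 to 1.03 at ZT16. With library totals in place of TMM the smaller of both changes was −1.13 on the log2 scale. Both versions scale by the library total, so an error shared by them was not tested. A candidate explanation is that transcripts are still made from the mutated loci and follow the day. Without a wild type this may equally describe the intact genes.

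A burst at ZT1 stood out. Of 45 genes at least 4-fold higher in 1 library than in each of the others, 33 had their peak at ZT1, and 7 of these have a heat-shock symbol. Among them were HSP101 with 339 CPM, HSFA2 with 126 CPM and GolS1 with 393 CPM at ZT1. Of the 33, 87.9% were higher at ZT4 than at ZT0, but genes regulated together could be so whether or not the ZT1 library deviated, so a deviation of that library is not excluded. With every library thinned to the lowest total, 36 genes had such a peak at ZT1. Their number thus does not rest on unequal counting noise. Thinning cannot shift the ratios themselves, and only the numbers were compared, so the 36 need not include all of the 33. A hypothesis is that lights on at 27 °C may trigger a short heat-shock response in this mutant. This cannot be told apart from a deviation of the ZT1 library. Handling of the ZT1 seedlings at harvest was not tested, and whether the wild type responds alike was not analysed here.

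Seed marker genes, including seed storage and oil-body genes, differed between libraries. Of 15 such marker genes listed before the test, 9 passed the filter. CRU2 and SESA1 to SESA5 did not pass. CRA1, a seed storage protein gene, had 34.9 CPM at ZT0-4 and 1.83 CPM at ZT0-2. OLEO3 moved the other way, with 1.19 CPM and 4.32 CPM. EM1, GEA6, PER1, OLEO1 and OLEO4 were highest at ZT1, where GEA6 had 11.7 CPM and PER1 11.2 CPM. The mean pairwise correlation of the 9 genes over the 8 libraries was 0.312, at percentile 99.74 among 10000 random lists matched on mean expression. Light against dark and the 24 h curve left at least 0.65 of the variance of the mean marker level unexplained, but other shapes over the day were not fitted. The mean level on log2(CPM + 1) rose from 1.31 at ZT0-2 to 2.72 at ZT1 and was 1.29 at ZT8, so a response around lights on is not excluded. A candidate explanation is RNA from seed coats or ungerminated seeds in varying amounts, which cannot be told apart from regulation by time of day. Seed RNA could raise the listed genes together. At ZT0-4, where CRA1 had 34.9 CPM, CRU2 and SESA1 to SESA5 had at most 0.677 CPM. The listed genes thus do not all follow that explanation.

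The copies of the chloroplast 16S and 23S ribosomal RNA genes had nearly equal counts in each library, with a largest difference of 1.67% of their mean. This may reflect reads split evenly between identical copies, so the counts of single copies are uncertain. No biological explanation was tested.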
